A study of Mus musculus with 10 samples. Its data were reported in "Targeting CIC::DUX4 sarcoma with Minnelide in a dual recombinase–initiated genetically engineered mouse model" (2026).

How the data were processed

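Sarcomas of 2 mouse models were compared by bulk RNA-seq. The dFLEx group held 3 tumors (170019, 170024 and 170025) from mice carrying a CIC::DUX4 transgene that requires both Cre and FLP recombinase, and the KP group held 2 tumors (3800 and 3802) from mice of the KP model, which carry a floxed Trp53 allele. Per the labels, each tumor's RNA was split into 2 duplicates, and each duplicate gave a paired-end library depleted of ribosomal RNA. The table used here has columns for 9 of the 10 labelled libraries, and the second library of 3802 was not analysed here. Where a planned fit on 10 libraries is mentioned below, it was therefore run on 9.

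The authors trimmed the reads with Trimmomatic, aligned them with STAR to the mouse genome (GRCm39) extended by a contig holding the CIC::DUX4 construct, and deposited a table of raw counts per gene made with featureCounts (version 2.0.3, per the file headers). The deposited counts are whole numbers for 56750 features with no normalization. Per the file headers, the counting required both mates of a pair to be aligned, left out chimeric pairs, ignored strand, and kept the defaults under which reads with several alignments or lying over several genes are not counted. The command held no request to count pairs, so each mate of a pair was counted as a read, and between 57.5% and 61.2% of the nonzero counts of a library were even. Because pairs enter as 2 reads, counting error is larger than the totals imply, and intervals and count limits given here cover counting error only, since reads are not independent molecules. Genes that share sequence with a near-identical copy lose reads to the rule on several alignments, and overlapping and antisense genes lose reads to the rule on several genes.

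Gene symbols were joined by Ensembl identifier from GENCODE release M39 (56017 of the 56750 features, 98.7%); coordinates are those of the deposited table (GRCm39). GC content was taken from the longest annotated transcript. Library totals ran from 20503474 to 46302223 counts. At these totals a count of 3, the limit used for a gene with no counts, corresponds to between 0.0648 and 0.146 CPM (counts scaled to a common library total).

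The tumor was the unit of replication. Counts of the libraries of a tumor were summed, genes were filtered with filterByExpr, libraries were scaled by TMM, and groups were compared with edgeR (version 4.0.16) glmQLFit and glmQLFTest at default settings, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Log2 fold changes are dFLEx against KP. Standard errors (SE) were taken as the absolute log2 fold change divided by the square root of the F statistic. Levels of single genes are TMM-scaled CPM of the summed counts, and transgene levels are CPM on library totals, averaged over the duplicates of a tumor. Gene lists were tested with camera (limma version 3.58.1, inter-gene correlation 0.01), with fry and with camera at an estimated correlation as alternatives. A single value was compared between groups with an exact two-sided permutation test over tumors in SciPy (version 1.17.1). With 3 tumors against 2 there are 10 splits, and the smallest two-sided p this test can give is 0.2. Shares of counts of single libraries have Wilson 95% confidence intervals.

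The study describes its comparison as a DESeq2 analysis with an adjusted p below the same threshold and does not state how duplicates were treated. Alternatives fixed before the data were examined were: the 9 libraries as independent samples (edgeR, and DESeq2 version 1.42.0), DESeq2 on tumor sums, limma-voom on 9 libraries with the tumor as a random effect, the duplicate number as a block, DESeq2 size factors, library totals or upper quartile in place of TMM, no filter on low counts, a mean of at least 1 CPM, a robust dispersion, 1 library per tumor, each tumor left out in turn, and a test against a 2-fold change. Added after the data were seen were counts divided by 2, subtraction of a background per kilobase estimated from olfactory and vomeronasal receptor genes, and removal of each tumor's trend with GC content and gene length (loess, span 0.3, on genes with a mean of at least 1 CPM).

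The gene lists were written before the data were examined: 7 target genes the study names for the bulk tumors (Etv1, Etv4, Etv5, Dusp6, Shc3, Shc4 and Spred3), 5 it names elsewhere (Vgf, Dusp4, Spred2, Ccnd2 and Myc), its consensus target list of 235 symbols (233 matched, 2 of them by an older symbol), and 14 lists of markers: stained markers, endothelial cells, myocytes, macrophages, T cells, B cells, fibroblasts, pericytes, chondroid and osteoid matrix, erythroid cells, proliferation, the p53 response, and the genes of the study's activity score. The named genes are the members of these lists, the transgene features, genes taking over 1% of the counts of a library, and, by a rule fixed in advance, the 5 largest and 5 smallest log2 fold changes among genes with an adjusted p under 0.05, a mean of at least 10 CPM, and every dFLEx tumor on the same side of every KP tumor, with the same numbers from the target list without the last 2 conditions. One stained marker, Cd99, matched no feature by symbol. Single members of the marker lists (Acan, Sox9, Alpl, Spp1 and Cdkn1a) were picked for mention after their values had been seen. One planned result is not reported here.

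The fit was tested on simulated data drawn for the real genes from the means, library sizes and dispersions of the 5 tumors. With 200 genes changed by 4 on the log2 scale, 66% of the 200 were recovered with 8 false calls among 22382 tested genes. With 200 genes changed by 2 on the log2 scale none reached the threshold (0% of 200, 22239 tested genes), although the median estimate was 1.99. A simulation with a lower spread was added after these 2 had been seen. At a biological coefficient of variation of 30%, against a median of 74.1% in the data, 93.5% of 200 genes changed by 2 were recovered, with 9 false calls (23565 tested genes). R (version 4.3.3) and Python (version 3.11.15) were used. Closest protein-coding genes of retrotransposed copies were found with blastn (version 2.17.0) against the annotated transcripts.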

Results

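CIC::DUX4 sarcoma (CDS) is driven by a fusion of the transcriptional repressor CIC with DUX4, which turns CIC into an activator. The dFLEx CDS mouse expresses this fusion, with an HA tag, from a construct that is put in frame by Cre and FLP, and tumors are induced in the hind limb. Sarcomas of the KP model, which includes loss of Trp53, served as the comparison. RNA was measured in 9 libraries from 5 tumors: 6 libraries from 3 dFLEx tumors and 3 libraries from 2 KP tumors, of which tumor 3802 contributed 1. Library totals were 24761078 and 22701166 counts in 170019, 33156128 and 27401026 in 170024, 46302223 and 35836028 in 170025, 29160020 and 40960564 in 3800, and 20503474 in 3802. The number of features with a count ran from 24280 in the first library of 3800 to 36904 in 3802, the library with the lowest total.

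Duplicates were first compared with tumors, to choose the unit of replication. The chi-square of the counts over genes, divided by its degrees of freedom, ran from 4.79 to 13.2 over the 4 pairs of duplicates, so duplicates differed by more than the sampling of reads. It ran from 175 to 707 over 14 pairs of libraries from different tumors of one group. The median coefficient of variation over 18595 genes with a mean of at least 10 counts was 12.9% between duplicates in 170019, 8.01% in 170024, 5.87% in 170025 and 6.07% in 3800. Between tumors it was 48.0% in dFLEx and 58.9% in KP. Tumors were therefore taken as replicates, and duplicates were summed.

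The transgene was examined first, as a check of the labels. The CIC_DUX4 feature lies at bases 5243 to 10623 of the construct contig and covers 4995 exonic bases. It had 230 ± 163 CPM in dFLEx tumors (SD, n = 3) and 0.146 ± 0.207 CPM in KP tumors (SD, n = 2). Both libraries of 3800 had 0 counts, with a limit of up to 0.103 CPM. Tumor 3802 had 6 counts, or 0.293 CPM with a 95% Wilson interval of 0.134 to 0.639. The lowest dFLEx tumor was 305-fold above the highest KP tumor. An exact two-sided permutation test gave p = 0.2, the smallest p this test can give here. Among dFLEx tumors the feature rose from 89.3 CPM in 170019 to 192 CPM in 170024 and 409 CPM in 170025, a 4.58-fold range, so leaving out 170025 lowered the mean to 141 CPM. The HA-tag feature (bases 5054 to 5155) had 8.27 ± 7.56 CPM in dFLEx tumors (SD, n = 3) and no counts in any KP library. The lowest dFLEx tumor lay 18.1-fold above the limit of 0.146 CPM (exact permutation p = 0.2, again the smallest possible). Without 170025 the mean of the HA-tag feature was 3.97 CPM. The duplicates of 170019 differed in this feature, with 3.72 CPM (95% interval 3.03 to 4.56) against 1.59 CPM (1.15 to 2.19).

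Trp53 and endogenous Cic did not differ between groups by more than the spread between tumors. Reads were counted over whole genes, so a deleted part of a gene cannot be seen on its own. Trp53 (chromosome 11, 69471185 to 69482699) had 89.0 ± 13.9 CPM in dFLEx tumors (n = 3) and 123 ± 56.5 CPM in KP tumors (n = 2), a log2 fold change of -0.46 (SE 0.56, adjusted p 0.898, edgeR). Endogenous Cic (chromosome 7, 24967129 to 24993584) had 124 ± 123 and 75.2 ± 71.0 CPM, a log2 fold change of 0.72 (SE 1.04, adjusted p 0.915, edgeR). These directions rested on single tumors. Without 3800 the log2 fold change of Trp53 was 0.27, and without 170025 that of Cic was -0.45.

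Across 24743 tested genes, 45 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 25 higher and 20 lower in dFLEx tumors, with a smallest adjusted p of 0.0245. At an unadjusted p under 0.05 there were 2617 genes. In all 45 called genes every dFLEx tumor lay on the same side of every KP tumor. Over all tested genes, 13.7% were fully separated upward and 11.7% downward, where chance gives 10% for each direction. The largest count, 4828, came from DESeq2 with the 9 libraries as independent samples, which changes both the test and the unit. EdgeR on the 9 libraries called 3344 genes and DESeq2 on tumor sums 1404. Scaling moved the balance between directions. TMM, library totals and the upper quartile gave 25 higher against 20 lower, 14 against 20, and 17 against 33. TMM raised all log2 fold changes by a median of 0.30 relative to library totals, and the median over all genes under TMM was -0.18. Leaving out 170019 or 170024 left 0 called genes, with 1939 and 1414 genes at an unadjusted p under 0.05, and leaving out 170025 left 9.

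Expression of CIC::DUX4 target genes was the main question of this comparison. All 7 targets named by the study for the bulk tumors were higher in every dFLEx tumor than in every KP tumor (chance gives 10% for each gene), and none had an adjusted p under 0.05 over all genes, with values from 0.0517 to 0.418, while 7 of 7 had an unadjusted p under 0.05. When adjusted over the list alone, 7 of 7 were under 0.05, though the study picked these names from the same tumors, so this is not independent evidence. Etv4 (chromosome 11, 101660568 to 101676197) had 3555 ± 759 CPM in dFLEx tumors (n = 3) and 149 ± 44.2 CPM in KP tumors (n = 2), a log2 fold change of 4.58 (SE 0.64, adjusted p 0.0517, edgeR). Shc4 (chromosome 2, 125469367 to 125566068) had 314 ± 235 and 3.92 ± 2.27 CPM, a log2 fold change of 6.32 (SE 1.04, adjusted p 0.0784, edgeR). Etv1 (chromosome 12, 38829379 to 38920483) had 697 ± 351 and 45.1 ± 12.8 CPM, a log2 fold change of 3.95 (SE 0.72, adjusted p 0.0936, edgeR). Etv5 (chromosome 16, 22200059 to 22258469) had a log2 fold change of 3.88 (SE 0.76, adjusted p 0.109, edgeR), and Spred3 (chromosome 7, 28858254 to 28869836) one of 4.02 (SE 0.85, adjusted p 0.122, edgeR). Shc3 (chromosome 13, 51585077 to 51723523) had 142 ± 166 and 1.93 ± 1.24 CPM, a log2 fold change of 6.21 (SE 1.37, adjusted p 0.133, edgeR). With a tumor left out, the log2 fold change of Shc3 ran from 4.58 (without 170025) to 7.09 (without 3802). That of Shc4 ran from 5.53 (without 170025) to 7.26 (without 3800). Dusp6 (chromosome 10, 99099093 to 99103351) showed the smallest difference of the 7, with 477 ± 117 and 170 ± 73.2 CPM and a log2 fold change of 1.49 (SE 0.59, adjusted p 0.418, edgeR). With the 9 libraries as independent samples all 7 passed the threshold, in edgeR and in DESeq2.

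**Figure D1:**
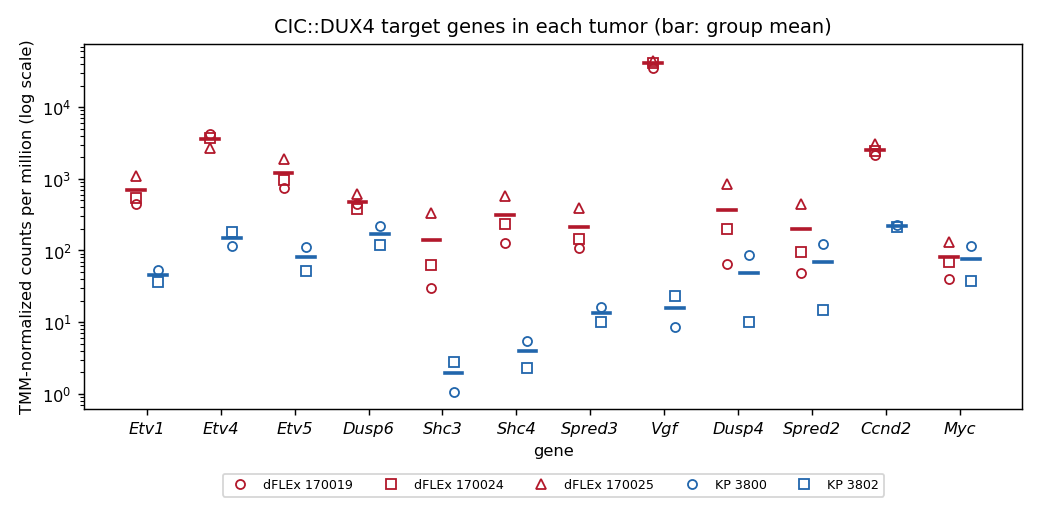
TMM-normalized CPM (log axis) of 12 CIC::DUX4 target genes in each of the 3 dFLEx tumors (red) and 2 KP tumors (blue), with bars at the group means. Etv4, at 3555 CPM in dFLEx and 149 CPM in KP tumors, shows groups that do not overlap, while for Dusp4, Spred2 and Myc they do.

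Of the targets named elsewhere in the study, Vgf (chromosome 5, 137055246 to 137062205) was the most abundant. It had 40673 ± 4750 CPM in dFLEx tumors (n = 3) and 15.9 ± 10.2 CPM in KP tumors (n = 2), a log2 fold change of 11.33 (SE 0.92, adjusted p 0.0245, edgeR). Ccnd2 was higher in every dFLEx tumor (log2 fold change 3.53, SE 0.58, adjusted p 0.0784, edgeR). Dusp4 (2.93, SE 1.32), Spred2 (1.51, SE 1.18) and Myc (0.07, SE 0.74) overlapped between groups. Without 170025 and without 3800 the log2 fold changes were 1.47 and 5.37 for Dusp4 and 0.07 and 3.91 for Spred2, and without 3802 that of Spred2 was 0.69. Dusp4 ran from 64.3 CPM in 170019 to 838 CPM in 170025, and from 10.1 CPM in 3802 to 86.6 CPM in 3800. The sign of Myc is not resolved, its log2 fold change being smaller than its SE, and without 3800 it was 1.27.

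The consensus target list was tested as a whole. Of its genes, 231 were tested, and 69 had a log2 fold change below 0, with a list median of 0.29 against -0.18 over all genes. On library totals, which lower all genes by a median of 0.30, the list median was 0.02, and it was 0.09 without 3802 and 1.09 without 3800. Vgf was the only gene of the list with an adjusted p under 0.05 over all genes. Under upper quartile scaling Vgf did not pass (adjusted p 0.121, edgeR), while the named target Shc4 did (adjusted p 0.04955, edgeR). When adjusted over the list alone, 10 genes passed in the main fit, each of them higher in dFLEx tumors. A separate fit with the GC content and length trend removed also passed 10 genes of the list, 8 higher and 2 lower, and whether they are the same genes was not compared. At an unadjusted p under 0.05 there were 28. Camera gave p = 8.3e-06 for the list, while fry gave 0.221 and camera with an estimated correlation gave 0.311, so the call held only under the preset correlation. In 52 of the 231 genes every dFLEx tumor lay above both KP tumors, and in 4 below, where chance gives 10% for each direction.

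By the rule fixed in advance, the genes with the largest rises were Hcrtr1, Edn2, Muc5ac, Vgf and Cytl1. Hcrtr1 (chromosome 4, 130024010 to 130033152) had 18.7 ± 5.25 CPM in dFLEx tumors (n = 3) and no counts in KP libraries. Its dFLEx mean lay 153-fold above the limit for KP libraries (adjusted p 0.0426, edgeR). Edn2 (chromosome 4, 120018403 to 120024557) had 70.7 ± 39.2 CPM in dFLEx tumors (n = 3), 580-fold above the limit for KP libraries (adjusted p 0.0335, edgeR). Muc5ac (chromosome 7, 141342709 to 141372968) had 3573 ± 1905 and 1.37 ± 0.704 CPM, a log2 fold change of 11.36 (SE 1.06, adjusted p 0.0248, edgeR). Cytl1 (chromosome 5, 37892863 to 37897164) had 3153 ± 622 CPM in dFLEx tumors and 0.887 and 2.11 CPM in 3800 and 3802, a log2 fold change of 11.05 (SE 0.94, adjusted p 0.0245, edgeR). The genes with the largest falls were Nefl, Eno1b, Gm7993, Hmga1b and Krt18. Nefl (chromosome 14, 68321312 to 68326544) had 0.371 ± 0.247 CPM in dFLEx tumors and 114 ± 92.2 CPM in KP tumors, a log2 fold change of -8.24 (SE 0.98, adjusted p 0.0463, edgeR). Eno1b (-7.82), Gm7993 (-7.67) and Hmga1b (-7.42) are retrotransposed copies, each 95.7% to 99.8% identical over the aligned part to another gene (Eno1, Odc1 and Hmga1), so their counts are uncertain.

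The tumors were stained in the study for WT1, desmin, CD99 and cytokeratins, and transcripts of these were compared. The study describes strong WT1, patchy or focal desmin and CD99, and no pancytokeratin staining in dFLEx tumors. Krt18 (chromosome 15, 101936615 to 101940462) had 1.23 ± 0.544 CPM in dFLEx tumors (n = 3) and 181 ± 43.2 CPM in KP tumors (n = 2), a log2 fold change of -7.20 (SE 0.75, adjusted p 0.0335, edgeR). Krt8 fell by 6.40 on the log2 scale (SE 0.85, adjusted p 0.048, edgeR), and Krt19 was below 5 CPM in all 5 tumors. Des had 1895 ± 1208 and 806 ± 653 CPM and did not differ by more than its spread (log2 fold change 1.23, SE 0.80, adjusted p 0.746, edgeR), with 0.59 without 170024 and 2.48 without 3802. Wt1 (chromosome 2, 104956874 to 105003961) was near the limit of detection in dFLEx tumors, with 7 to 26 counts per library and 0.661 ± 0.333 CPM (n = 3). The highest value of Wt1 was in KP tumor 3802, at 83 counts or 4.05 CPM of its total, and its log2 fold change was -1.39 with all tumors and 2.61 without 3802.

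Gene lists for cell types and programs were compared last. Camera gave an adjusted p under 0.05 for 11 of the 14 lists, 8 higher and 3 lower. Under fry 3 of the 14 kept this, and with an estimated correlation none did. The 3 lists past the threshold under fry were chondroid, macrophage and stained markers, each with an adjusted p of 0.0413. The activity score genes had a median log2 fold change of 3.53 with 14 of 15 higher (camera adjusted p 4.68e-21, fry adjusted p 0.0744). The study chose these genes as CIC::DUX4 targets or as highly expressed in such sarcomas. Among them are Etv1, Etv4, Etv5, Shc3 and Shc4 of the named targets. Their rise is therefore not independent evidence. The chondroid list had a median of 5.61 with 5 of 6 higher (camera adjusted p 2.36e-09), among them Acan (8.52, SE 0.82, adjusted p 0.0248 in edgeR), while Sox9 was lower (-1.39, SE 0.56, adjusted p 0.422 in edgeR). The osteoid list had a median of 4.19 with 4 of 6 higher, or 3.91 with the gene at the KP limit set to its bound, and camera adjusted p 5.48e-05. Its summed level was not higher in dFLEx tumors as a group. It was 669 CPM in 170019, 750 CPM in 170024 and 294 CPM in 170025, against 2510 CPM in 3800 and 642 CPM in 3802. Spp1 alone made up most of the sum in KP tumors, with 2453 CPM in 3800 and 633 CPM in 3802. In dFLEx tumors Spp1 had 362, 312 and 183 CPM, in the same order of tumors. The sum is therefore no measure of the list as a whole. In 3 of the 6 genes every dFLEx tumor lay above both KP tumors, and in 1 below. Within the list Alpl rose by 6.19 (SE 0.83, adjusted p 0.048 in edgeR) and Spp1 fell by 2.43 (SE 0.69, adjusted p 0.229 in edgeR), or by 0.99 without 3800. All 9 myocyte genes were higher, with a median of 2.61 (camera adjusted p 9.77e-07, fry adjusted p 0.185), and their summed level was 10100 CPM in 170019, 37800 CPM in 170024 and 10200 CPM in 170025, against 1430 CPM in 3800 and 4729 CPM in 3802. Their median was 1.60 without 170024, and the chondroid and osteoid medians were 8.50 and 7.19 without 3802.

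Further lists with a camera adjusted p under 0.05 were endothelial (median 1.16, 8 of 8 higher, 0.00468), fibroblast (1.10, 6 of 6 higher, 0.0229), p53 response (0.81, 9 of 10 higher, 0.0229) and pericyte (1.01, 4 of 5 higher, 0.0484). On the lower side were stained markers (-1.39, 4 of 5 lower, 4.69e-05), macrophage (-1.51, 7 of 8 lower, 0.000176) and T cell (-2.10, 6 of 6 lower, 0.00413). The stained markers pool cytokeratins, which the study found negative, with markers it found positive. The direction of this list is therefore no test of the staining. Its median is the value of Wt1, and only Krt8 and Krt18 passed as single genes. In the p53 response list Cdkn1a was level, at 163 ± 9.67 and 160 ± 44.8 CPM. The lists for B cells (-2.04, 4 of 4 lower, 0.201), erythroid cells (-0.11, 3 of 5 lower, 0.293) and proliferation (0.17, 4 of 6 higher, 0.8) did not pass under camera. The T cell and B cell lists summed to 48.6 and 34.7 CPM in 3802, 4.41 and 5.85 times the highest of the other tumors, and without 3802 their medians were -0.42 and 1.67. Without 3802 the erythroid median was 3.08, and without 3800 the proliferation median was 1.31. Without 170025 the endothelial, fibroblast, pericyte and p53 response lists no longer passed under camera, with medians of 0.68, 0.59, 0.34 and 0.32. Without 3800 the medians of these lists were 2.09, 1.76, 2.50 and 1.42. The stained marker median was -0.78 without 3802 and -2.20 without 3800.

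**Figure D2:**
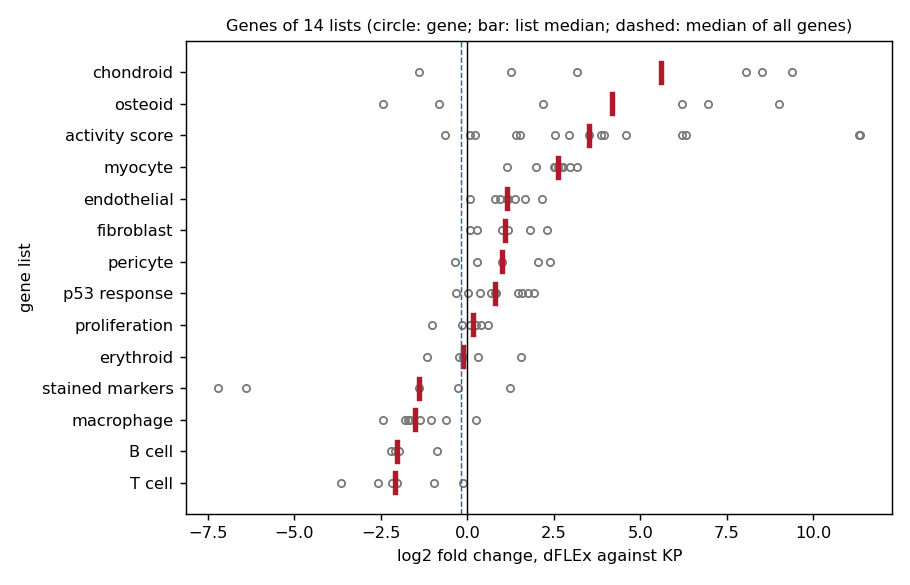
Log2 fold change (dFLEx against KP) of the genes of 14 lists, with a circle per gene, a red bar at the list median and a dashed line at the median of all genes (-0.18). The chondroid list has the highest median, 5.61, with genes on both sides of 0.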

Values the study reported

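The study reported that sarcomas arose in about 90% of electroporated dFLEx mice, within 3 months. By single-nucleus sequencing of 4 dFLEx tumors it assigned 45% to 70% of the nuclei of each tumor to the sarcoma cells themselves.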

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

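The alternatives were fixed before the data were examined, except the 3 added ones, which were chosen after seeing the data: counts divided by 2, a background subtracted, and the trend with GC content and gene length removed. For list tests, a reversal was read from the direction of the test, a choice made after the values had been seen. By the sign of the list median, the proliferation list on library totals (-0.13) and the erythroid list without 170025 (0.11) would count as reversed too. Without 3802, where no test was made, the medians of the B cell (1.67), erythroid (3.08) and proliferation (-0.32) lists also changed sign.

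The number of genes with an adjusted p under 0.05 (45) changed with the replicate unit, the test, the filter and the dispersion. With 9 libraries as independent samples it was 3344 in edgeR (1609 higher, 1735 lower) and 4828 in DESeq2 (2412 and 2416). Limma-voom with the tumor as a random effect gave 543 and DESeq2 on tumor sums 1404. All 45 genes were also called, in the same direction, by both fits on independent libraries and by DESeq2 on tumor sums, and 34 of them by limma-voom. Without a filter the number was 880, with a mean of at least 1 CPM 80, with a robust dispersion 11, and for a change beyond 2-fold 14. Library totals, upper quartile and DESeq2 size factors gave 34, 50 and 49, and the first library of each tumor alone gave 67. These fits shared 34, 29, 43 and 42 genes with the 45, in that order. Among the genes lost with the upper quartile were Vgf (adjusted p 0.121, edgeR), Muc5ac (0.0532) and Cytl1 (0.0616). Removing the GC content and length trend gave 179 (73 higher, 106 lower), 42 of them shared with the 45, while halved counts and background subtraction gave 62 and 67. The 3 fits that each left out a dFLEx tumor gave from 0 to 9. Leaving out a KP tumor leaves 1 in that group, so no calls were made there, nor from the second libraries alone. Apart from the designs with fewer tumors, and duplicates as replicates, for which simulated values are given under the other observations, the cause of these changes was not tested.

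Duplicate numbers mark the split of one RNA sample and pair no tumors: the differences between first and second libraries correlated between tumors by -0.0083 to 0.0716 across 18595 genes, over 6 pairs of tumors. With the duplicate number as a replicate block, the 9 libraries gave 2476 genes, 7 of the 7 named targets, 28 genes of the target list and 27 adjusted over the list alone (24 higher, 3 lower). Under this replicate block the log2 fold change of Myc was -0.17.

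Of the 7 named targets, 0 passed over all genes, though 7 had an unadjusted p under 0.05. The number was 7 with independent libraries in edgeR and in DESeq2 and with limma-voom, 6 with DESeq2 on tumor sums and without a filter, 4 with the GC content and length trend removed, and 1 with the upper quartile and with a mean of at least 1 CPM. For the target list (1 gene), it was 37 and 52 with independent libraries in edgeR and DESeq2, 17 with DESeq2 on tumor sums, 15 with limma-voom, 13 without a filter, 5 with the GC content and length trend removed, 2 with a mean of at least 1 CPM, and from 0 to 1 across fits that left out a dFLEx tumor. Adjusted over the list alone (10 genes), it was 32 (29 higher, 3 lower) and 53 (45 and 8) with independent libraries in edgeR and DESeq2, 18 with DESeq2 on tumor sums, 25 (23 and 2) with limma-voom and 19 without a filter. With the GC content and length trend removed it was 10 (8 and 2). It fell to 3 on library totals, 1 with the upper quartile, 5 with a mean of at least 1 CPM and 3 for a change beyond 2-fold, and lay between 1 and 10 when a dFLEx tumor was left out. All 7 named targets kept a positive log2 fold change in every fit that made calls.

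The set test of the target list gave 0.221 under fry and 0.311 with an estimated correlation, and its median ran from 0.09 without 3802 to 1.09 without 3800. Of the 14 lists, 3 passed under fry, 0 with an estimated correlation (4 had an unadjusted p under 0.05 there), and between 7 (without 170025) and 11 with a dFLEx tumor left out. The proliferation test changed direction without 170025, with adjusted p from 0.637 to 0.758 over the fits that left out a dFLEx tumor.

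Trp53 passed in DESeq2 on independent libraries (-0.62) and stood at -0.90 in the second libraries alone, which leave out 3802, and at -0.85 in the other fit without 3802. With a tumor left out, log2 fold changes ran from -0.85 to 0.27 for Trp53, -0.45 to 2.49 for Cic, -0.50 to 1.27 for Myc, -2.20 to 2.61 for Wt1, -0.83 to 0.70 for Krt19 and -0.08 to 0.35 for Cdkn1a, with the sign changing for each. Myc was -0.16 and -0.19 on independent libraries in edgeR and DESeq2, -0.15 on library totals, -0.01 with a mean of at least 1 CPM and 0.00 with the upper quartile. Cdkn1a, at 0.02 with all tumors, was -0.06 with DESeq2 on tumor sums, -0.02 with limma-voom, -0.08 with DESeq2 size factors and in the first libraries, -0.29 on library totals, -0.28 with the upper quartile and -0.20 with a mean of at least 1 CPM. Relative to TMM, log2 fold changes were lower by a median of 0.30 on library totals and of 0.21 with the upper quartile. Under the upper quartile the shift differed between genes, and that of Krt19 rose from -0.28 to -0.20. A gene near 0 can therefore change sign under these scalings, but need not. Apart from the fits that left out a tumor, all values of Myc and Cdkn1a lie within 1 SE of 0 (0.74 and 0.52), and their sign changes there show no effect of an alternative on these genes. Wt1, at -1.39 with all tumors, was 0.96 with limma-voom, for which the cause was not tested. It was 2.58 in the second libraries alone, close to the 2.61 without 3802, which has no second library and holds the highest Wt1 value. A tally was made over 34 genes, which are only part of the named genes and leave out the model genes. They were the targets named by the study, the stained markers, the largest rises and falls, and single list members. These members were Acan, Sox9, Alpl, Spp1, Cdkn1a, Col2a1, Acta1, C1qa and Ets1. The tally used the 15 alternatives with a test, which leave out the 2-fold test and the 3 added ones. Of its 510 values, 375 kept their direction and side of the threshold, 72 became stronger, 45 weaker and 18 reversed. In the 3 fits without a test (second libraries, and each KP tumor left out), 36 of 102 values moved by more than the spread between tumors, and 6 of the 102 changed sign.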

Other observations

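The tests of sequencing depth, of both explanations for Wt1, of GC content and length for the transgene in its present form, of the share of tumor cells, and of a constant share of parent reads and DNA for the retrotransposed copies were chosen only after the result was seen. The tumor pairs compared for the shared axis were also chosen after looking at the data.

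Libraries differed in reads over genes that had no counts in 170025 and 3800. Per kilobase of receptor genes, 3802 had 2.63 reads, and the other libraries had 0.0857 to 0.528. Sequencing depth argues the other way, since this density fell with the total over the 9 libraries (Spearman -0.8, a description, as duplicates are not independent). DNA carried into the libraries would leave the X chromosome at a lower dose in tumors of male mice. Of the 5 tumors, 170019 expressed Xist (80.3 CPM) and the others Ddx3y (73.1 to 93.4 CPM). Over 21131 autosomal and 1577 X-linked silent genes, the X to autosome ratio of read density in 3802 was 0.527 of that in 170019 (bootstrap 95% interval 0.444 to 0.638), and in 170024 it was 0.52 (0.428 to 0.635). DNA is therefore a candidate source of these reads. Library preparation differences between tumors stay open, and no biological explanation was tested.

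Tumors of one group differed along an axis shared by both groups. Across 10030 genes with a mean of at least 10 CPM, the log2 difference of 3802 from 3800 correlated with that of 170019 from 170025 (r = 0.71, across genes, which are not independent replicates). Background DNA weighs little at this level, which argues against it as the source. Removing each tumor's trend with GC content and gene length left r = 0.621, which argues against that trend as the whole cause, although both differences fell with gene length (Spearman -0.429 and -0.604). RNA quality, tumor content and biology of the single tumors stay open and were not tested.

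Of the 10 splits of the 5 tumors into 3 and 2, 1, the real one, gave as many as 45 genes with an adjusted p under 0.05, and the other 9 gave 0. This cannot be told apart from chance by splits alone, as 10 splits cannot give a share under 0.05. At an unadjusted p under 0.05, 3 of the 10 splits gave as many as the real one (2617), up to 7503 for 170025 and 3800 against the rest. With 9 libraries as samples, 2 of the 10 gave as many as the real 3344, and the split of 170025 and 3800 gave 7733, which follows the shared axis. A fit with that axis as a term was not run.

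Treating duplicates as replicates may account for part of the larger numbers of genes. In 5 simulated data sets in which tumors differed as estimated and groups did not, edgeR on 9 libraries called a median of 535 genes (509 to 558) and DESeq2 2563 (2496 to 2684), while edgeR on 5 tumors called 0 (0 to 2). Duplicates were simulated with sampling noise only, so these values need not carry over to real duplicates.

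The transgene rose from 170019 to 170025 by 2.01 on the log2 scale after TMM scaling. As the construct's GC content was not used here, mouse Cic stood in for it. Among 131 genes with the GC content of Cic and the length of the transgene, the median rise was 1.17, and 20.6% rose at least as much as the transgene. With the length of Cic, which is about 10294 bases against 4995, these were 1.86 and 45.8% among 48 genes. Cic itself rose by 3.27, more than the transgene, and the ratio of transgene to Cic counts fell from 3.88 in 170019 to 2.43 in 170024 and 1.61 in 170025. GC content and gene length may account for part of the difference, and their share cannot be told apart from a difference in transgene expression, as the value depends on the match and rests on 1 pair of tumors. The median over all genes of at least 10 CPM was 0.59. A higher share of tumor cells would lift genes expressed only by these cells alike. Among 101 genes with a log2 fold change of at least 3 and at least 100 CPM in dFLEx tumors, the median rise was 0.56, and 38.6% fell. Over 6 choices of these limits the median ran from 0.29 to 0.82 and the share that fell from 33.4% to 43.8%. These genes were chosen by their level against KP tumors and not by cell type, so genes of other cells can be among them. The values therefore cannot decide how far the share of tumor cells accounts for the difference.

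Wt1 was near the limit of detection in dFLEx tumors, although the study describes strong WT1 staining. Reads dropped where genes overlap are argued against as the cause, since 0% of the 6195 exon bases of Wt1 lie under exons of other genes in the table. The levels gave no sign that low library quality is the cause, but they cannot exclude it. The level in 170025, the dFLEx tumor with the fewest background reads, was 0.593 times the mean of 170019 and 170024. This rests on 1 tumor and on 18 counts per library, and mainly on the level of 170019. The TMM-scaled levels were 1.04 CPM in 170019, 0.486 CPM in 170024 and 0.453 CPM in 170025, so 170024 and 170025 were close. Protein staining was not analysed here, and how it relates to transcript levels was not tested.

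Retrotransposed copies stood out among the genes called lower. Processed pseudogenes were 5 of the 20 lower genes and 0 of the 25 higher ones (Fisher's exact test across genes, two-sided p = 0.0127), against 7.07% of all tested genes. With Eno1b and Hmga1b, 7 such copies were compared with their closest protein-coding genes. If reads of these parent genes supplied the counts, each parent would be more abundant in both KP tumors. This held for 6 of 7 and failed for Gm7993, at 270 CPM in 3802 against 124 CPM for Odc1. A constant share of parent reads is also argued against by the parents' direction: their log2 fold changes ran from -2.14 to 3.14, with a median of 0.695 and 6 of 7 above 0, while those of the copies ran from -7.82 to -4.75. DNA is argued against by level, since per kilobase the copies lay at least 1529-fold above the receptor-gene background in 3800. In 3802 this background was higher, at 0.128 CPM per kilobase against 0.00672 in the first library of 3800. The copies had 8.29 to 270 CPM in 3802, where their fold above the background was smaller than in 3800 for most and was not computed. A strain difference that moves parent reads to the copies in some tumors, and transcription of the copies, stay open and were not tested.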
